# Circulating mouse Flk1+/c-Kit+/CD45- cells function as endothelial progenitors cells (EPCs) and stimulate the growth of human tumor xenografts

**DOI:** 10.1186/1476-4598-13-177

**Published:** 2014-07-22

**Authors:** Jeffery S Russell, J Martin Brown

**Keywords:** Vasculogenesis, Endothelial progenitor cell, Angiogenesis, Tumor, Microenvironment, Therapy, Resistance

## Abstract

**Background:**

Endothelial progenitor cells (EPCs) have been demonstrated to have stem-cell like as well as mature endothelial functions. However, controversy remains as to their origins, immunophenotypic markings, and contribution to the tumor vascular network and tumor survival.

**Methods:**

Flow cytometric analysis and sorting was used to isolate Flk-1+/c-Kit+/CD45- cells. Matrigel and methycellulose assays, flow cytometry, and gene array analyses were performed to characterize several murine EPC cell populations. Human tumor xenografts were used to evaluate the impact of EPCs on tumor growth and vascular development.

**Results:**

Flk-1+/c-Kit+/CD45- cells were present at low levels in most murine organs with the highest levels in adipose, aorta/vena cava, and lung tissues. Flk-1+/c-Kit+/CD45- cells demonstrated stem cell qualities through colony forming assays and mature endothelial function by expression of CD31, uptake of acLDL, and vascular structure formation in matrigel. High passage EPCs grown *in vitro* became more differentiated and lost stem-cell markers. EPCs were found to have hemangioblastic properties as demonstrated by the ability to rescue mice given whole body radiation. Systemic injection of EPCs increased the growth of human xenograft tumors and vessel density.

**Conclusions:**

Flk-1+/C-Kit+/CD45- cells function as endothelial progenitor cells. EPCs are resident in most murine tissue types and localize to human tumor xenografts. Furthermore, the EPC population demonstrates stem-cell and mature endothelial functions and promoted the growth of tumors through enhanced vascular network formation. Given the involvement of EPCs in tumor development, this unique host-derived population may be an additional target to consider for anti-neoplastic therapy.

## Background

In 1997, Asahara and colleagues identified a monocytic population of adult human CD34+ cells that demonstrated clonogenicity as well as contributed to neovascularization within ischemic areas [1]. Similarly, Gill et al. demonstrated the rapid mobilization of Flk-1+/AC133+ cells into the peripheral blood after vascular trauma which coated artificial blood vessel grafts [2]. These results suggested the presence of a circulating endothelial progenitor cell (EPC) population with both stem-cell like qualities and mature endothelial function. While angiogenesis requires the sprouting and proliferation of local endothelial cells, vasculogenesis is the *de novo* formation of blood vessels from circulating endothelial precursor cells. EPCs are thought to be recruited through the circulation by an incompletely defined cytokine-mediated pathway to sites of vascular injury or hypoxia. In addition to self-renewal, EPCs differentiate into mature endothelial cells and release proangiogenic cytokines and growth factors in order to form new blood vessels and/or incorporate into existing vasculature [3-5].

The potential for adult peripheral blood to contain a cellular subpopulation with the ability to repair damaged vasculature has generated intense interest in this field. Patients with pathological disorders such as stroke, heart disease, peripheral vascular disease, myocardial infarction, pulmonary diseases, and potentially the many complications of diabetes could benefit from a renewable cell population that repairs damaged vasculature [6-12]. However, malignant tumors may exploit these “beneficial” EPCs in order to obtain oxygen, growth factors and other nutrients, expand the tumor vasculature as well as to provide access to other sites of growth, resulting in metastatic spread of the disease [13-15]. Thus, vascular recovery via a circulating EPC mechanism may be a parallel or backup pathway to the well-defined angiogenesis pathway [3,16,17]. The existence of a secondary network for tumor blood vessel generation and/or maintenance may be partially responsible for resistance mechanisms to anti-neoplastic therapies and the limited clinical benefit seen using anti-angiogenic inhibitors [18-21].

Unfortunately, even with a decade and a half a research there remains significant controversy with regard to EPCs as well as many unanswered questions [13,22-26]. First, which immunophenotypic markers define this population? Second, what is the origin of these cells and how are they recruited to areas of vascular damage? And finally, with respect to oncology, what is the contribution of endothelial progenitor cells to tumor vascular networks and tumor growth and how might this affect resistance to anti-cancer therapies?

We have selected immunophenotypic markers to define a cell population that was not of hematopoietic origin (CD45 negative), but would demonstrate endothelial features (Flk-1/VEGFR-2+) as well as a stem cell marker (c-Kit+). Prior reports have suggested that this core phenotype (endothelial marker, stem cell marker, and not derived from hematopoietic cell lines) is able to select for EPCs [27-31]. Our goal in this study was to identify a population of EPCs in a murine model and to manipulate this population using *ex vivo* techniques to characterize their function. Additionally, we wanted to determine if EPCs were present in *in vivo* human tumor xenografts and to investigate their role in tumor growth and tumor vascularization. Finally, we have made several novel observations with regards to EPCs, including: the wide spread distribution of EPCs in a variety of mouse organs, established *ex vivo* culture conditions for EPCs, determined that EPC localization to solid tumors is independent of tumor type, and that Flk-1+/c-Kit+/CD45- cells can rescue lethally irradiated animals.

## Results

### Isolation of Flk-1+/c-Kit+/CD45- EPC Cells

Mouse tissue were isolated and homogenized to generate a single cell suspension as described. Cells were analyzed by flow cytometry by first gating on single cells and then on viable cells. Samples were then processed in a sequential manner to isolate cells that were positive for the endothelial marker Flk-1 (VEGFR2), then for the stem cell marker c-Kit positive fraction. The dual population of Flk-1+/c-Kit+ cells was then analyzed for CD45 expression and only those cells that were CD45 negative were selected for further assays. Figure 1A and B demonstrate isolation of unstained mouse aorta/vena cava suspensions and isotype control samples which do not show any viable populations of Flk-1+/c-Kit+/CD45- cells, as expected. Figure 1C demonstrates mouse aorta/vena cava samples with a small “tail” population positive for Flk-1. The Flk-1 positive fraction of cells demonstrated higher levels of c-Kit + staining, and when this subset of cells was analyzed for CD45, slightly less than half the cells were CD45 negative. Similar results were obtained for normal mouse lung tissue, Figure 1D. Overall, the Flk-1+/c-Kit+/CD45- cells made up a very small population of the total number of cells analyzed from the tissue; as seen in Figure 1E, quantification of this population showed it to be approximately 0.5% of the total cellular population. Given the small quantities of cells isolated from the mouse aorta/vena cava and lung samples, we screened a wide variety of mouse tissues in order to determine which organs would provide the highest yield of cells. Figure 1F shows that the adipose, aorta/vena cava and lung samples were the highest yielding tissues. Tissue such as brain, liver, muscle, and blood had the lowest levels of Flk-1+/c-Kit+/CD45- cells. Interestingly, the collected mouse adipose tissue had the highest level of Flk-1+/c-Kit+/CD45- cells found; however, subcutaneous fat was difficult to obtain from the young nude mice used in this study and fat collections from 3 different nude mice were used to generate one “sample” of fat tissue and three samples were then used for analysis. Furthermore, only 50,000 cells could be isolated from this conglomerate adipose tissue sample for FACS analysis in contrast to the 100,000 cells readily available from the other tissues.

**Figure 1:**
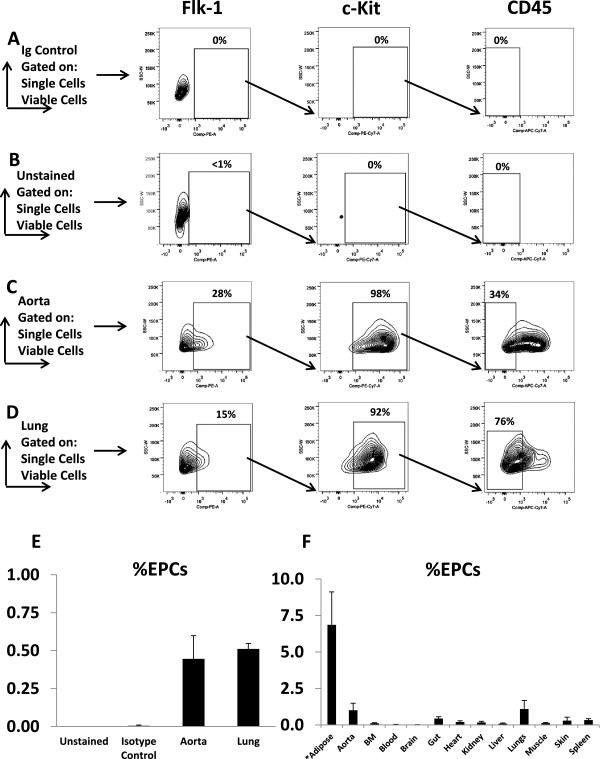
**Flow cytometry on normal nude mouse tissues after gating for viable, single cells and the sequential isolation of Flk-1+/c-Kit+/CD45- cells.** Representative images for cell isolation: **(A)** Unstained cells **(B)** Isotype controls **(C)** Isolated Aorta **(D)** Isolated Lung **(E)** Quantification of %EPCs found by flow cytometry of mouse aorta and lung tissues (n=3) **(F)** Quantification of %EPCs found by flow cytometry in selected mouse tissues (n=3-4) *Note: adipose tissue was collected from 3 different mice to generate a single sample (50,000 cells) and 3 separate samples were analyzed.

After the identification of a small resident population of Flk-1+/c-Kit+/CD45- cells within most mouse organs, we determine whether human tumor xenografts also had baseline levels of this cellular subpopulation. A similar FACS analysis was performed on several human tumor xenografts. As shown in Figure 2A, *in vitro* samples of U251 human glioma cells were not reactive to either anti-mouse or anti-human antibodies. However, using *in vivo* U251 tumors, mouse antibodies directed against Flk-1+/c-Kit+/CD45- populations found baseline levels of approximately 0.35%. Anti-human antibodies directed against the same markers did not react with any cells, indicating that the population of interest was derived from the host animal and not derived from the tumor cells themselves. Further experiments (Figure 2B) demonstrated increased levels of the selected EPC populations of cells in A549 lung carcinoma and UMSCC-1 head and neck carcinoma cell line at approximately 1.45% and 1.40%, respectively, compared to approximately 0.50% found in the U251 human glioma cell lines. This result suggested that the resident population of Flk-1+/c-Kit+/CD45- cells is tumor type independent.

**Figure 2:**
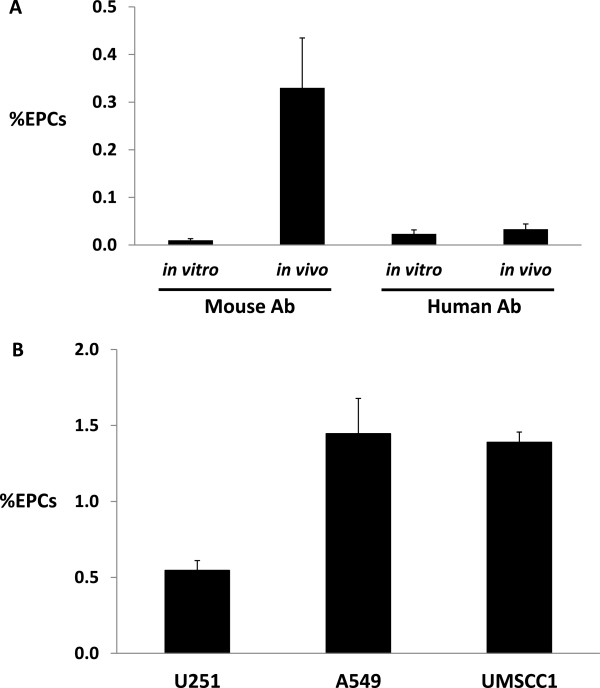
**%EPCs in tumor xenografts: (A) %EPCs isolated from U251 cells *in vitro * and *in vivo * tumor xenografts samples and reactivity based on antibody source (n=3) (B) %EPCs harvested from human tumor cell line xenografts (U251 Glioma, A549 Lung, and UMSCC1 head and neck cancer) samples (n=3).**

### Characterization of Flk1+/c-Kit/CD45- EPC cells

We performed additional studies to determine if the selected subpopulation of Flk-1+/c-Kit+/CD45- cells demonstrated characteristics consistent with endothelial progenitor cells. Figure 3A (panel 1) demonstrates the membrane labeling of CD31, a known extracellular membrane marker of mature endothelial cells, as well as the peri-nuclear uptake of acetylated low density lipoprotein (acLDL), which is readily taken up by the HUVECs endothelial cell control line. Figure 3A (panel 2) demonstrates that the tumor cell line A549 does not show the CD31 membrane marker or uptake of acLDL. From our flow cytometry studies we were able to isolate the mouse lung tissue Flk-1+/c-Kit+/CD45- cell line and grow them in culture. This initial population was referred to as the EPC cell line. As seen in Figure 3B (panel 1), only about 10-20% of these cells have the CD31 marker and acLDL dual-labeling. As the acLDL fluorescent marker is non-toxic to cells, we took the acLDL-labeled EPC cell line, trypsinized the cells, and re-analyzed them by flow cytometry to select for an enriched population of acLDL + cells. As seen in Figure 3B (panel 2), the majority of cells have dual staining for CD31 and acLDL. This enriched population is referred to as the EPC_acLDL cell line. Finally, when the EPC_acLDL cell line approached passages 16–20, the morphology of the cells changed to a more flat appearance, but the cell membranes still labeled with CD31 and continued to demonstrate peri-nuclear uptake of acLDL (Figure 3B, panel 3). We refer to this high passage cell line as the EPC_Late cell line. Thus all three isolated EPC cell lines demonstrated CD31+ staining and uptake of acLDL, both known characteristics of mature endothelial cells.Additionally, we also sought to determine if our isolated cells lines demonstrated stem-cell like characteristics suggestive of self-replication. Figure 3C (panel 1) demonstrates that isolated mouse bone marrow grown in methylcellulose media had colony forming ability. In contrast, Figure 3C (panel 2) demonstrates the A549 tumor cell line generates a typical flat growth morphology, but does not generate the cluster-like cell formations seen in the control mouse bone marrow samples. Our generated cell lines (EPC and EPC_acLDL) demonstrate cell-cluster formations consistent with the ability to form colonies (Figure 3D, panel 1 and panel 2, respectively). Interestingly, the EPC_Late cell line demonstrated only the flat growth morphology with no cluster-like formations (Figure 3D, panel 3). Additionally, stem cell marker studies using alkaline phosphatase analysis and Oct-1 immunofluorescence were negative in all three cell lines (data not shown). Finally, a classic marker of endothelial function is the ability to form capillary-like structures when grown on matrigel coated plates. Figure 3E demonstrates the formation of capillary-like structures from HUVECs (panel 1) and lack of these structures in the A549 cell line when grown on matrigel. All three of our isolated cell lines (EPC, EPC_acLDL, and EPC_Late) were all able to generate capillary-like structures on matrigel plates.

**Figure 3:**
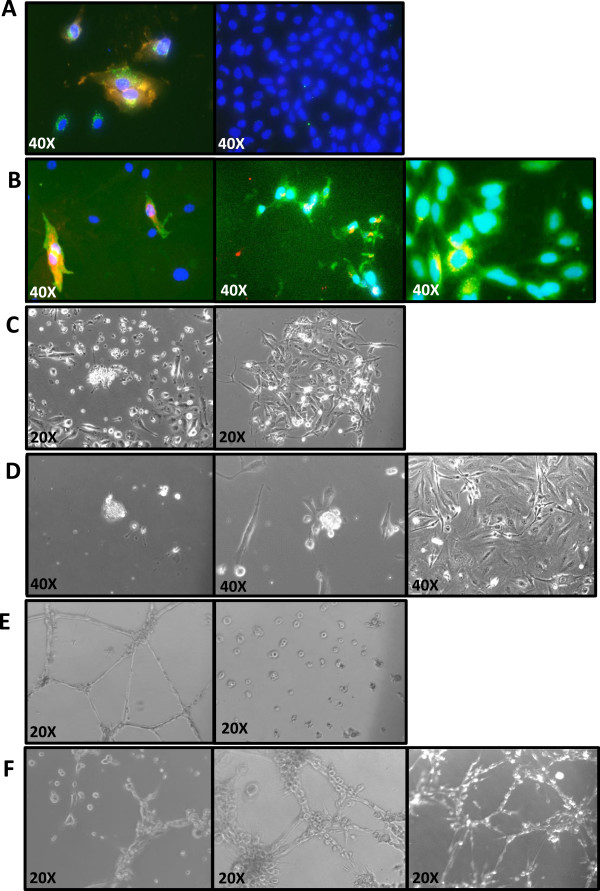
**Functional characteristics of isolated EPC cell lines. (A)** Acetylated LDL uptake in control cell lines: panel 1) HUVECs, panel 2) A549 Lung; red – CD31, green – acLDL **(B)** Acetylated LDL uptake in insolated EPC cell lines: panel 1) EPC, panel 2) EPC_acLDL, panel 3) EPC_late; red – acLDL, green – CD31 **(C)** Colony forming assay in methylcellulose with control cell lines: panel 1) mouse bone marrow samples, panel 2) A549 Lung cancer **(D)** Colony forming assay in methylcellulose with isolated EPC cell lines: panel 1) EPC, panel 2) EPC_acLDL, panel 3) EPC_late **(E)** Matrigel assay with control cell lines: panel 1) HUVECs, panel 2) A549 **(F)** Matrigel assay with isolated EPC cell lines: panel 1) EPC, panel 2) EPC_acLDL, panel 3) EPC_late.

After generating the three cell lines as above, we then checked the cell lines for the original markers they were selected for to determine if these markers stayed intact *in vitro* or changed over time. Figure 4A demonstrates that the EPC cell line had low levels of Flk-1 expression, low levels of c-Kit expression, no significant CD45 expression, and high levels of CD31 expression. The enriched population, EPC_acLDL, demonstrated increased Flk-1 expression, enhanced c-Kit expression, no significant CD45 expression, but maintained high CD31 expression. Finally, our high passage population, EPC_Late, demonstrated Flk-1 expression, lower levels of c-Kit, no significant CD45 expression, and also maintained CD31 expression. These results suggest that the EPC_acLDL cell line is enriched for EPC functionality and that the EPC_Late population has a more mature endothelial phenotype, but may have less stem-cell like properties.

**Figure 4:**
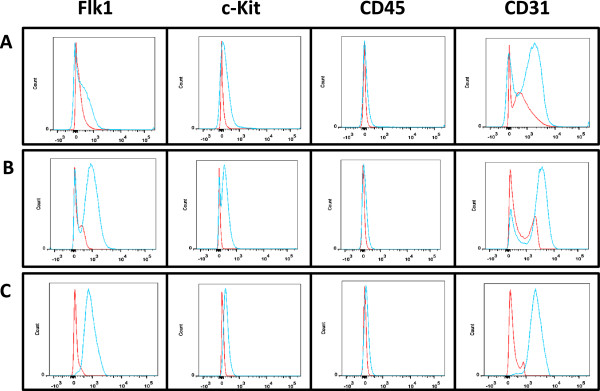
**Immunophenotype markers on sorted mouse EPCs after culturing *in vitro*: (A) EPC, (B) EPC_acLDL, (C) EPC_late. Red, isotype control’ Blue, samples.**

### EPCs demonstrate hemangioblastic function

EPC are considered to give rise to mature endothelial cells but also maintain the ability to self-replicate. However, EPCs are assumed to be downstream of a hemangioblast cell line and should be independent of hematopoietic cell lines. Thus, we undertook a negative study of our EPC cell lines to determine if they had the ability to repopulate the hematopoietic cell lines after lethal whole body irradiation. In Figure 5A, 9 Gy of whole body radiation (2 × 4.5 Gy, given 4 h apart) resulted in over 90% animal death on day 20. However, if normal healthy marrow (3×10^6^ cells) was transplanted by retro-orbital injection 2 hrs after the final dose of radiation, then 100% survival was achieved on day 20. Our hypothesis was that the isolated EPC cell lines would not be able to restore hematopoietic function; however, Figure 5B demonstrates that transplantation of 3×10^6^ cells of either the EPC cell line or the EPC_acLDL cell line were able to protect the animals from death and restore hematopoiesis. Interestingly, the EPC_Late cell line was only able to keep approximately 60% of the animals alive after whole body radiation, consistent with the above data that the EPC_Late cell line lacks some of the stem-cell characteristics demonstrated by the other isolated EPC cell lines.

**Figure 5:**
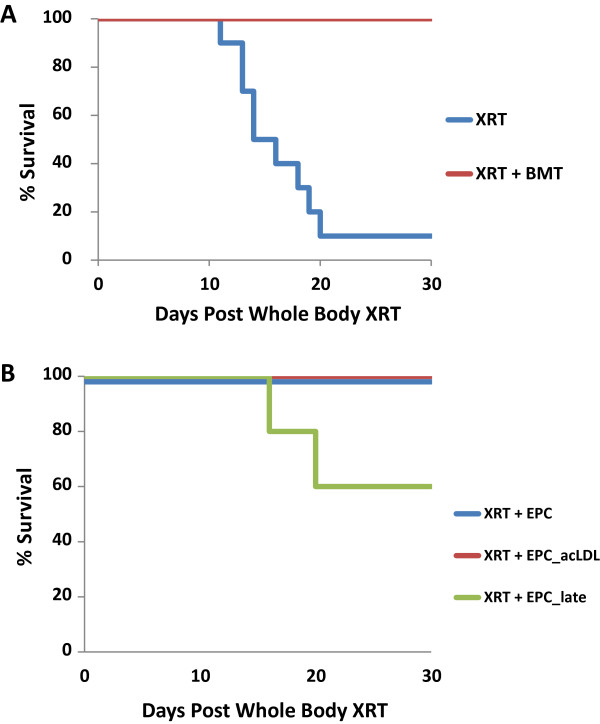
**Mouse survival after whole body radiation: (A) Survival after 9 Gy whole body radiation of nude mice with and without bone marrow transplant (n=10, each arm) (B) Survival after 9 Gy whole body radiation of nude mice with systemic transplant of EPC, EPC_acLDL, and EPC_late cell lines (n=10, each arm).**

### EPCs genetic similarity

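RNA of the 3 cell lines was hybridized to 6 MouseRef-8 v2.0 arrays, on which each probe is a short mouse sequence carried by many beads. There were 2 arrays for EPC and 2 for EPC_acLDL, both at passage 3 to 6. The other 2 were for EPC_Late, given as passage 16 to 20 with the arrays and as passage 16 to 24 in the culture methods. The authors summarized the bead intensities per probe with a local background correction and without normalization, and deposited one intensity and one detection p-value for each of 25697 probes on each array. The detection p-value is the share of negative control probes at least as bright as the probe. The median intensity was 311.0 and 342.4 on the EPC arrays, 304.6 and 345.2 on the EPC_acLDL arrays, and 336.6 and 358.7 on the EPC_Late arrays. Between 2177 and 2365 probes per array had a detection p-value below 0.05, where chance alone gives 1285, and 22811 probes (88.8%) lay above background on none of the 6 arrays. From these intensities the background was estimated from the detection p-values and removed, an offset of 16 was added, and the arrays were quantile normalized on the log2 scale with the neqc function of limma. Tests covered the 2333 probes above background on both arrays of at least 1 line, in one limma fit over all 6 arrays. Over these probes the replicate arrays of a line had Pearson correlations from 0.989 to 0.992 across probes, which are not independent replicates. The number of arrays limits the precision of every value, and the text gives both 3 samples in duplicate and separate experiments in duplicate for them, so that the independence of the arrays of one line is not known.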

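Among the 2333 probes above background, 282 (259 gene symbols) differed by at least 2-fold between the means of at least one pair of lines. There were 35 such probes between EPC_acLDL and EPC, 235 between EPC_Late and EPC, and 173 between EPC_Late and EPC_acLDL. Over all probes tested, the arrays of the 2 lines did not overlap for 50.8%, 58.0% and 58.6% of probes in these comparisons, where chance gives 33.3%. At the same threshold the lowest count under another background correction or scaling was 90 probes, without background correction, and with a floor of 1 and a shift to the 75th percentile of each array it was 108.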

In order to compare our isolated cell lines genetically, we performed a single-bead gene array analysis (Illumina, San Diego, CA) on mouse reference slides and found only 126 genes differentially regulated between the three cell lines (Figure 6A). 

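Distances between lines were taken as 1 minus the non-centered Pearson correlation, the measure that the methods name, over the 2333 probes above background. Between the line means the distance was 0.000832 for EPC and EPC_acLDL, 0.00194 for EPC_acLDL and EPC_Late, and 0.00260 for EPC and EPC_Late. The replicate arrays of a line were 0.000433 to 0.000604 apart. The 4 pairs of an EPC and an EPC_acLDL array were at 0.00106 to 0.00113. Each was closer than every pair of an EPC_Late array with an array of another line, at 0.00214 to 0.00292. The difference between the nearest distance of EPC_Late and the distance of EPC to EPC_acLDL was 0.00111. Its SD was 2.6e-05 over the 8 ways to take 1 array per line. These ways share the same 6 arrays, so that this SD does not measure the precision of the difference. With each array left out in turn the difference was 0.000952 to 0.00125. It fell to 0.000200 when all probes were used without a filter on detection.

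**Figure D1:**
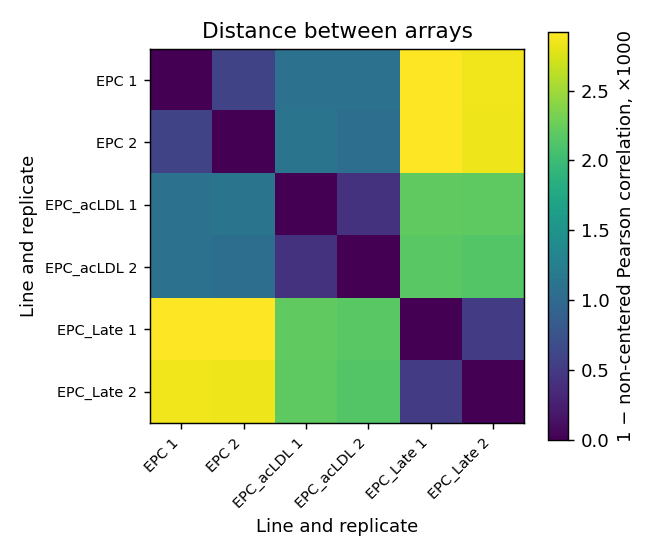
Distance between each pair of the 6 arrays as 1 minus the non-centered Pearson correlation on an enlarged scale, with line and replicate on both axes. The 4 squares that pair EPC with EPC_acLDL lie between the replicate squares and those that pair EPC_Late with another line, which reach 0.00292.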

Clustering studies showed that the EPC and EPC_acLDL cell lines appeared more closely related than the high passage EPC_Late cell line. A full list of genes up and down regulated between the cell lines is presented in Table 1. 

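Table 1 has 267 entries, of which 83 compare EPC_acLDL with EPC, 85 EPC_Late with EPC, and 99 EPC_Late with EPC_acLDL. All 126 gene names of Table 1 were found among the probes. For 104 of them (82.5%) no probe lay above background on any array, as for 85.5% of all gene symbols on the arrays, and for 19 a probe did so on all 6 arrays. Of the 259 gene symbols at least 2-fold in any comparison, 14 are in the table. For each entry the probe of highest mean signal was taken and the log2 difference between the line means was computed, the first line of the heading minus the second. Of the 114 entries listed as up, 10 had a positive and 104 a negative difference, with a median of -0.24. Of the 153 listed as down, 26 had a negative and 127 a positive difference, with a median of 0.22. At least 2-fold in the direction of their column were 2 entries, and 24 were at least 2-fold in the opposite direction. For 42 entries the probe was above background on both arrays of a line, and 38 of these were opposite to their column. In limma, 29 of the 42 passed an adjusted p of 0.05, 2 in the direction of their column and 27 opposite to it. Adjusted over the list alone, 2 passed in the direction of their column, and 4 of EPC_acLDL with EPC, 15 of EPC_Late with EPC and 12 of EPC_Late with EPC_acLDL opposite to it. The list was drawn from the same arrays, so that this is not independent evidence. Of the first entries of the 6 columns, Ppa2 had the direction of its column (log2 difference -0.13, listed as down in EPC_acLDL), and 5 did not: LOC100041835, listed as up against EPC in both lines, at -0.78 and -0.88, Cldn1 at -0.45, Idh3b at 0.41 and Gadd45a at 0.86 (SE 0.19, adjusted p = 0.022 from limma). All of these except Gadd45a were above background on no array, and Gadd45a was so on the EPC_Late arrays only, at least 1.08-fold higher than in EPC. With the mean over the probes of each gene, or with the probe of largest change, 14 entries had the direction of their column.

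**Figure D2:**
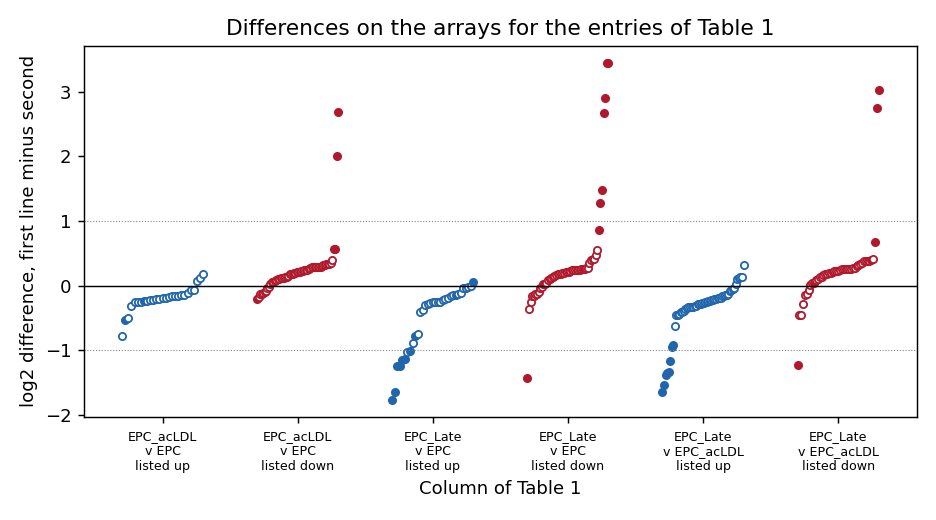
Log2 difference on the arrays, first line minus second, for each entry of the 6 columns of Table 1, ordered by size within a column. Filled points are probes above background on both arrays of at least 1 line, open points are the others, and dotted lines mark 2-fold. Most points of the columns listed as up lie below 0 (104 of 114) and most of those listed as down lie above 0 (127 of 153).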

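Sox2, a transcription factor of stem cells, was read by 2 probes. The intensity of probe ILMN_2656102 was 1098.5 and 1125.7 on the EPC arrays, 4076.5 and 3913.3 on the EPC_acLDL arrays, and 5640.8 and 5456.6 on the EPC_Late arrays, with a detection p-value of 0 on all 6. Its normalized log2 signal was 9.72 ± 0.03 (SD, n = 2) in EPC, 11.73 ± 0.06 (SD, n = 2) in EPC_acLDL and 12.39 ± 0.08 (SD, n = 2) in EPC_Late. The signal was thus 4.02-fold higher in EPC_acLDL than in EPC, a log2 difference of 2.01 (SE 0.11, adjusted p = 0.00096 from limma with Benjamini-Hochberg adjustment). In EPC_Late it was 6.37-fold higher than in EPC, a log2 difference of 2.67 (SE 0.11, adjusted p = 6.0e-05 from limma). Between EPC_Late and EPC_acLDL the log2 difference was 0.66 (SE 0.11, adjusted p = 0.0095 from limma), which did not pass the threshold without either EPC_acLDL array (adjusted p = 0.055 and 0.069 from limma) or without EPC_Late replicate 1 (adjusted p = 0.051 from limma). With each array left out in turn, the log2 difference to EPC stayed between 1.99 and 2.04 for EPC_acLDL and between 2.62 and 2.73 for EPC_Late. The smallest values under another background correction or scaling were 1.65 without background correction for EPC_acLDL and 2.22 with a floor of 1 and a shift to the 75th percentile for EPC_Late, and with this last setting 0.38 between EPC_Late and EPC_acLDL. The second probe, ILMN_1248711, was not above background on any array (detection p-values of 0.358 to 0.590) and gives no fold change.

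**Figure D3:**
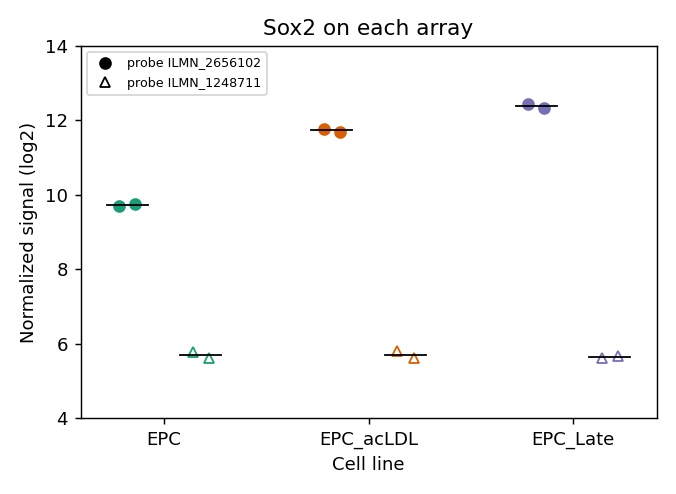
Normalized log2 signal of the 2 Sox2 probes on each of the 6 arrays by cell line, with points for arrays and a bar for the mean of 2 arrays. Probe ILMN_2656102 has means of 9.72 in EPC, 11.73 in EPC_acLDL and 12.39 in EPC_Late, and the arrays of probe ILMN_1248711 lie between 5.61 and 5.80.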

One gene of potential interest, Sox2 - often associated with stemness, was down regulated in the EPC_acLDL (3.6 fold) and EPC_Late (4.7 fold) samples as compared to the EPC parental cell line. A similar set of genes were up and down regulated between the EPC and EPC_acLDL cell lines and a greater variety of genes were changed in the EPC_Late cell line versus the EPC parental cell line. These data indicate a close relationship between all three cell lines and that the EPC_Late population is a more mature cell line with less stem cell-like characteristics.

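Of the 35 probes that differed by at least 2-fold between EPC_acLDL and EPC, 26 (74.3%) also did so between EPC_Late and EPC, all 26 in the same direction. Both comparisons use the EPC arrays, and in 100 simulations of unchanged lines against the same arrays the mean overlap was 0.45 probes and the highest 3. Such lines have few probes at 2-fold, so that this is not the overlap that chance gives for sets of 35 and 235 probes. The correlation of the log2 differences over all 2333 probes (0.51) and the share with the same sign (66.9%) were no higher than in those simulations, with means of 0.50 and 66.7%. In Table 1, 42 genes are listed under both comparisons, 35 of them in the same direction, as 16 up and 19 down. By limma, 77 probes passed an adjusted p of 0.05 between EPC_acLDL and EPC (45 higher and 32 lower in EPC_acLDL), and 557 between EPC_Late and EPC (254 higher and 303 lower in EPC_Late). Of these, 51 were shared, 48 in the same direction. The count for EPC_acLDL moved most, to 355 with the methods' t-test unadjusted and to 1 after its adjustment. Beside Sox2, the first increases between EPC_acLDL and EPC were in Igsf4a (probe ILMN_2505841), with a log2 difference of 2.69, and in Tgm5 (probe ILMN_2690144), at least 3.90-fold higher in EPC_acLDL. Such a bound sets the mean of the brighter line against the lowest signal above background where the other line was not above background. The named genes are those first by log2 difference, and the order of genes given with a bound is not settled by it. The first decreases were in Tpm2 (log2 difference -2.02), Fst (-1.95) and Mylk, which was at least 2.36-fold lower. The calls of these last 3 genes were each lost in at least 1 of the fits without 1 EPC or EPC_acLDL array. Between EPC_Late and EPC the first increases by log2 difference were in Dnajc15 (at least 9.88-fold), Mxi1 (at least 8.35-fold) and EG667977 (log2 difference 3.44), and the first decreases in LOC100044221 (at least 7.62-fold), Lmna (log2 difference -2.71, 1 of 2 EPC_Late arrays above background) and Syncrip (-2.49).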

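Between EPC_Late and EPC_acLDL, 487 probes passed an adjusted p of 0.05 in limma, 218 higher and 269 lower in EPC_Late, and 364 of them also did so between EPC_Late and EPC. The first increases by log2 difference were in LOC100047937 (at least 7.26-fold), Mxi1 (at least 8.77-fold) and AW121567 (at least 8.15-fold), whose order the bounds do not settle. The first decreases were in Lmna (log2 difference -2.29), Ars2 (-2.07) and Syncrip (-2.04). Over all probes tested the median size of the log2 difference was 0.19 between EPC_acLDL and EPC, 0.25 between EPC_Late and EPC, and 0.23 between EPC_Late and EPC_acLDL. The median SD between the replicate arrays of a line was 0.10 to 0.12. A list of stem cell genes written before the data were examined had 3 members above background, with median log2 differences of 0.41 between EPC_acLDL and EPC and 0.37 between EPC_Late and EPC (adjusted p = 0.026 and 0.047 from limma's camera with its preset correlation). Sox2 is 1 of these 3 members and a Table 1 gene, and the only member past the limma threshold in these 2 comparisons. The medians are the values of Pou5f1 (0.41) and Prom1 (0.37). The Prom1 probe was above background on 2 of 6 arrays only, so that its value is not an exact difference. The third comparison did not pass (median 0.27 between EPC_Late and EPC_acLDL, adjusted p = 0.467 from limma's camera). Under limma's fry all 3 passed, the third with an adjusted p = 0.049, and with an estimated correlation none did. The paper takes its array data to indicate that the 3 lines are closely related and EPC_Late is more mature, with fewer features of stem cells.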

**Figure 6:**
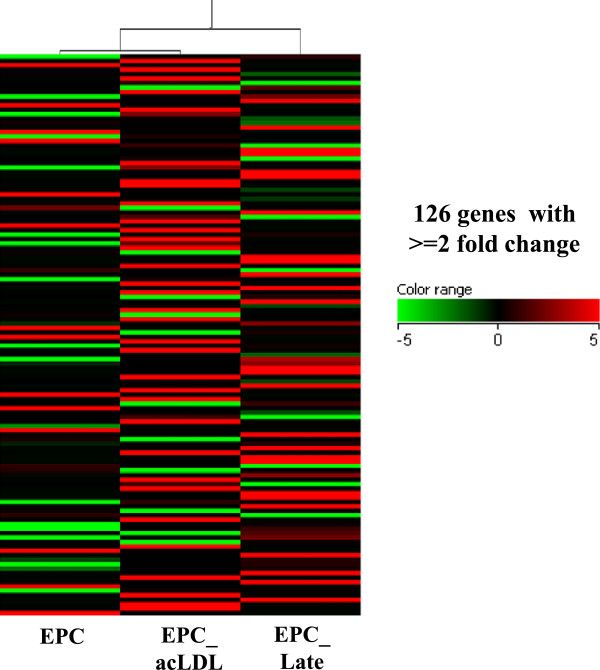
**Gene arrays: Heat map for self-organizing clusters for isolated EPC (passage 3-6), EPC_acLDL (passage 3-6), and EPC_late cell lines (passage 16-20). (3 samples each, performed in duplicate).**

**Table 1:** Gene array results of EPC cell lines

**EPC_acLDL v EPC**		**EPC_late v EPC**		**EPC_Late v EPC_acLDL**	
**Up**	**Down**	**Up**	**Down**	**Up**	**Down**
LOC100041835	Ppa2	LOC100041835	Gadd45a	Cldn1	Idh3b
Trim41	Abcb9	LOC100044129	BC038613	Olfr884	Bcl6
Gch1	Olfr1353	H3f3a	Krt8	Zdhhc9	Nudcd1
Aldh5a1	Ubxn11	Pcyt1a	Gbp2	LOC100044129	Cldn16
Mcpt8	Prl8a9	Zdhhc9	Ubxn11	Myot	Zfp93
Zfp93	Lhcgr	Cldn1	Bcl6	Prl8a9	Olfr554
Slc19a1	Vwa2	Mcpt8	Snapc4	Vwa2	Fhod1
Dok5	Ccl27	Slc19a1	5430407P10Rik	Ccl27	Gch1
Olfr554	Cml2	Dok5	Cldn16	Cml2	Cyp2c65
Th	Actr3	Olfr884	Olfr1353	Cd209e	Mageb1
Acss2	Cd209e	Myot	Lhcgr	Ran	Atmin
Idh3b	Ran	Egfl7	Fhod1	Mobkl2a	Aldh5a1
Egfl7	Mobkl2a	EG331493	Lrrc50	H3f3a	Prss29
Nudcd1	Rxfp1	LOC100047837	Cyp2c65	Fut11	Rdh20
EG331493	Gm1961	Ntrk3	Mageb1	Rxfp1	Mink1
LOC100047837	LOC100047339	Fut11	Cdipt	LOC100047339	Moxd1
Ntrk3	Hsd17b12	1700001O22Rik	Abcb9	Hsd17b12	Olfr1276
1700001O22Rik	Nr2f6	Slc2a1	Atmin	1300017J02Rik	Klk13
Mybl1	1300017J02Rik	Slc15a2	Prss29	Slc11a1	Acss2
Slc2a1	5430407P10Rik	Vapb	Rdh20	Fusip1	Men1
Trim26	Slc11a1	Suv39h2	Mink1	Tmem43	Gstm1
Slc15a2	Fusip1	Nab1	Moxd1	1810055E12Rik	Mdh1
Cyp4f16	Tmem43	2510040D07Rik	Olfr1276	Lpin1	Th
Vapb	Gbp2	Bves	Klk13	Pcyt1a	Ccr8
Nab1	1810055E12Rik	Trim41	Nr2f6	AW146020	Stk38
2510040D07Rik	Lpin1	Ctps	Men1	Slc9a1	Cyp4f16
Pcyt1a	Cdipt	Ars2	Gstm1	Olfr126	9630058J23Rik
	Snapc4	Sfrs1	Mdh1	Tbrg1	Trim41
	AW146020	Sfrs2	Ccr8	Suv39h2	Mettl6
	Lrrc50	Tyms	Stk38	Gcgr	Dpysl2
	Slc9a1	E2f1	9630058J23Rik	Fcer1a	Nbl1
	Olfr126	Pgp	Mettl6	1110001J03Rik	Defb36
	Tbrg1	Zw10	Dpysl2	Olfr1246	Trim26
	Gadd45a		Nbl1	Kif4	Serbp1
	Gcgr		Ppa2	Egf	Lef1
	Krt8		Defb36	Ctsd	Mybl1
	Fcer1a		Serbp1	Psg23	Abcb4
	1110001J03Rik		Lef1	Tnpo1	Hibadh
	Olfr1246		Actr3	Fbxo44	BC038613
	Kif4		Abcb4	Rock1	Shisa3
	Egf		Gm1961	Rpl4	Tspyl3
	Ctsd		Hibadh	EG13909	EG667977
	Psg23		Shisa3	Actr3	Gadd45a
	Tnpo1		EG667977	Gm1961	Krt8
	Fbxo44		Igsf4a	Bves	Gbp2
	Rock1		Tspyl3	Ppa2	
	Rpl4		Sox2	Ars2	
	BC038613		Csda	Ctps	
	EG13909		Idh3b	Sfrs1	
	Igsf4a		Nudcd1	E2f1	
	Sox2		Vamp2	Tyms	
	Suv39h2		Cyp4f16	Sfrs2	
	Fut11			Pgp	
	Csda			Zw10	
	Olfr884				
	Myot				

### EPCs effects on the growth of human tumor xenografts

Finally, we wanted to determine if circulating EPCs could enhance tumor growth. First, we co-injected U251 tumor cells (3×10^6^) with the EPC_acLDL cell line (3×10^5^) at a 10:1 ratio. Figure 7A demonstrates that local co-injection of the two cell lines enhanced tumor growth and increased the efficiency of tumor take (3/5 tumors [60%] in mice with U251 cells only and 5/5 tumors [100%] in the combined U251/EPC_acLDL mixture). Thus EPC appear to enhance tumor growth in a human xenograft model. However, local co-injection does not reflect a physiological situation. Therefore, we injected the EPC_acLDL cell line (3×10^5^ cells) systemically at 7 days after the original tumor was implanted subcutaneously (3×10^6^ cells). As seen in Figure 7B, systemic injection of EPC_acLDL cells enhanced tumor growth as compared to PBS vehicle controls. To evaluate the impact of EPC_acLDL injection on vascular growth, we stained tumor samples from the growth curve samples at day 28 using CD31 as a marker of endothelial cells and blood vessels. Figure 7C demonstrates increased numbers of blood vessels in the animals with the systemic injection of EPC_acLDL cells versus control tumors. Figure 7D is the quantification of mean vessel density between the two groups. Tumor blood vessel density was significantly increased in the EPC_acLDL injected animals compared to the control animals. Vascularity was enhanced in both central tumor regions as well as at the periphery (data not shown). These data suggest that systemic injection of EPC_acLDL cells enhances tumor cell growth by increasing the tumor vascular network.

**Figure 7:**
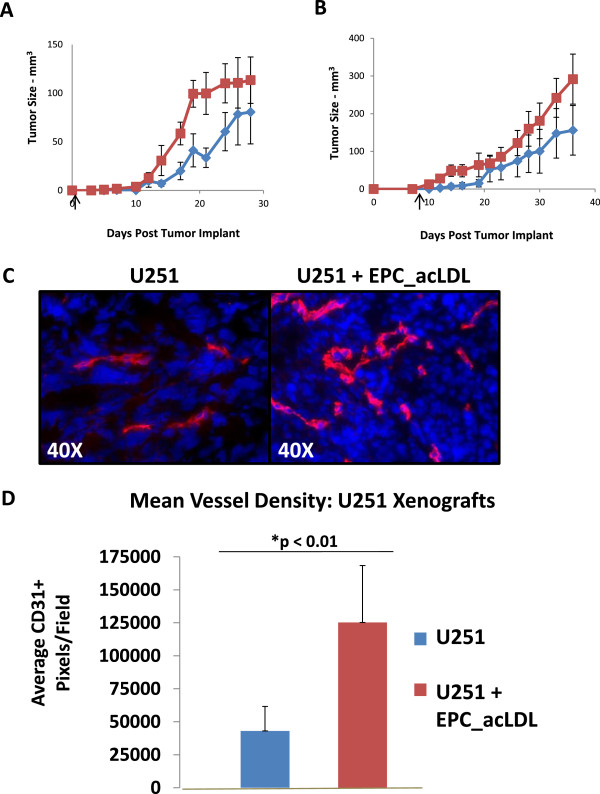
**EPC effects the vasculature in U251 xenografts. (A)** U251 Xenograft Growth Curve: Local injection of U251 only (red) or U251 tumor cells combined with EPC_acLDL cells (blue) at day 0 (arrow); Tumor Efficiency: Control 3/5 tumors; EPC_acLDL 5/5 tumors (n=5, each arm) **(B)** U251 Xenograft Growth Curve: Systemic injection (1:10) of U251 only (red) or U251 tumor cells combined with EPC_acLDL cells (blue) at day 7 (arrow); Tumor Efficiency: Control 4/5 tumors; EPC_acLDL 6/6 tumors (n=5-6, each arm) **(C)** U251 tumor xenografts with systemic injection of EPC_acLDL (1:10 ratio) collected at day 28: Representative slides stained: red, CD31; blue, Hoechst's 33258. **(D)** Quantification of Mean Vessel Density: Mean number of CD31+ pixels per 0.1 mm^2^ and standard deviation between control tumors and tumors with systemic injection of EPC_acLDL (n=3).

## Discussion

The selection of immunophenotypic markers of EPCs with respect to the model system used is critical [32]. While CD34 has been used previously to identify a human cell population with clonogenic potential, it can also be highly expressed on hematopoietic stem cells as well in some mature endothelial cells [33]. Similarly, the CD133 antigen has also been identified as a stem cell marker in humans, but it also commonly labels human hematopoietic stem cells and its role in a mouse model is uncertain [34]. However, the c-Kit antigen has been proposed as a murine marker of cells with clonogenic potential and to potentially identify circulating endothelial cells [35]. Recent data from Fang and colleagues, using a murine model, defined a rare population of c-Kit+ cells that were able to self-renew and found that a single, transplanted c-Kit + cell was able to proliferate and formed part of the vascular network [30]. Similarly, Fazel et al. demonstrated that c-Kit+ cells were recruited from the bone marrow to infarct border zones in cardiac tissue in a mouse model of myocardial infarction and promoted cardiac repair [36]. While CD45 is often used as a marker of true hematopoietic cells, the negative population can be used to screen out non-hematopoietic cell populations [37]. Finally, Flk-1 (VEGFR-2) is a common marker of mature endothelial cells as well as endothelial progenitor cells [33]. Based on these considerations, we isolated the Flk-1+/c-Kit+/CD45- population to capture a circulating non-hematopoietic cell population with both stem cell-like features as well as mature endothelial functions in a mouse model system. These same markers were also used by Shaked and colleagues in their studies of the mobilization and colonization of circulating endothelial progenitor cells following treatment with vascular disrupting agents and chemotherapy [17,38].

In the original studies of EPCs, circulating monocytic populations were isolated by attaching to flasks and then analyzed by flow cytometry to verify immunophenotypic markings [1]. However, using a broad monocytic population for the initial selection and growing the cells *ex vivo* in supplemental media may have generated non-physiologic conditions prior to marker analysis. This could result in the selection of a heterogeneous population with a diverse immunophenotypic expression profile that may not be reflective of the *in vivo* system. Our approach of using flow cytometry first to identify the immunophenotypic markers and then sorting viable cells to *ex vivo* culture conditions should identify an enriched, homogeneous EPC population that reflects the physiologic state of the tissue sampled. Additionally, we confirmed that isolated cells grown *ex vivo* maintained their immunophenotypic expression patterns during low passage numbers.

We found that EPCs are present in most mouse tissues, albeit at very low levels. While adipose tissue appeared to have the highest concentration of EPC at approximately 6.50%, these samples required multiple adipose tissue sites (i.e. abdominal, mesenteric, and renal fat pads) from multiple mice to generate sufficient numbers of cells to be analyzed by flow cytometry in our young mice. Other mouse organs had very low levels of EPCs (<1.0%) with samples from aorta/vena cava and lung tissue sites having the highest expression of around 0.5%. Interestingly, samples from circulating blood and brain tissue sites had the lowest levels of EPCs present. Our study only examined resident EPCs in female nude immunodeficient mice; whether these findings are similar in immunocompetent mice remains to be evaluated. While EPCs are part of a very small cell population, they could clearly be detected above background levels when compared to unstained, isotype controls. Additionally, the low levels of EPCs present in our model system is in agreement with most previously published studies [1,25,33,39,40]. An elegant study by Peters et al. found that in human patients that have undergone bone marrow transplants and subsequently developed solid tumors, bone marrow-derived cells contributed to tumor blood vessel formation at incorporation levels of around 5.0% [26]. Our data also confirmed localization of resident EPCs to a variety of tumor types and that the EPCs are derived from the host animal and are not the result of “trans-differentiation” of the implanted tumor cells.

The elevated EPC concentration in adipose tissue is also consistent with findings from other investigators. Grenier et al. isolated a tissue-resident cell population from adipose tissue that demonstrated the ability to generate stem-like spheres in culture and expressed the Sca1+ stem cell marker [41]. Additionally, as this population differentiated *in vitro*, they expressed Flk-1 and CD31, were able to take up acLDL, and enhanced vasculogenesis during muscle regeneration. A study by Yang et al. demonstrated that murine white adipose tissue contains a population of stem cells that can be recruited to tumor cells and enhance human tumor xenograft vascularization and growth [42]. Finally, Martin-Padura and colleagues demonstrated significant enrichment of CD34+/CD45- stem cells in adipose tissue over that of the bone marrow and that adipose stem cells could enhance tumor vascularization and growth in human tumor xenografts in mice [43]. One of the limitations of our study was the inability to find the correct *in vitro* culture conditions to grow the adipose-derived Flk-1+/c-Kit+/CD45- cell population in order to have stable populations to use for additional experiments. Adipose-resident EPCs could be a significant contributor to circulating EPCs (i.e. a second reservoir besides bone marrow), but additional studies with obese mouse models (to enrich the source tissue) and/or the use of fluorescently-labelled adipose tissue transplants would be required to answer these questions.

Prior studies have used colony forming and matrigel assays to define cell populations with both stem-like and mature endothelial functions. Our results demonstrate that the original Flk-1+/c-Kit+/CD45- EPC cell line as well as the enriched EPC_acLDL population maintain both of these characteristics. The high passage cell line EPC_Late appears to lose the ability to generate colonies in methylcellulose, but is able to form capillary-like structures on matrigel. This is consistent with our flow cytometry data indicating a decrease in c-Kit expression in the EPC_Late cell line. All three cell lines expressed CD31 and were able to take up the acLDL marker, indicating mature endothelial function.

With these populations established, we asked a novel question of whether these cell lines could prevent animal death in a bone marrow transplant model. We hypothesized that a true EPC population (considered to be downstream of the hemangioblast and a separate cell line from hematopoietic cells) would not be able to regenerate the hematopoietic cell lines. However, after whole body ionizing radiation, transplants of the EPC and EPC_acLDL cell lines did allow the bone marrow to recover, indicating that our EPC and EPC_acLDL populations had hematopoietic potential. Interestingly, the EPC_Late cell population was only partially able to support bone marrow recovery. Several other laboratories have also observed the effect of endothelial cells supporting the survival of bone marrow cells *in vitro*[44-47]. Chute and colleagues also demonstrated that Flk-1+ primary mouse brain endothelial cells injected systemically after whole body irradiation resulted in approximately 60% mouse survival compared to 0% of the controls and suggested that endothelial cell-derived hematopoietic activity was responsible [48]. Similarly, Montfort et al. found that transplantation of aorta or vena cava segments into lethally irradiated mice also provided a radioprotective effect [49]. At this time, it is unclear if the injected EPCs differentiate into hematopoietic cells or if perhaps cytokines produced by the EPCs can provide a protective response (“providing a vascular niche”) to bone marrow cells and/or accelerates bone marrow recovery [50]. Further studies are necessary to elucidate the mechanism(s) of bone marrow recovery.

In our genetic analysis we found that the three cell lines were quite similar with the greatest differences being between the original EPC cell line and the EPC_Late cell line and similar sets of genes were up and down regulated between the cell lines. One gene of interest that stood out was Sox2, a known stem cell marker. Sox2 was expressed at highest levels in the original cell line EPC and was down regulated in the enriched EPC_acLDL population and was further downregulated in the more differentiated cell line, EPC_Late. These studies established the close similarities of the derived cell lines; the exploration of any specific gene involvement in EPC function remains to be investigated in future studies.

To determine the impact of EPCs on tumor growth and vascularization, we demonstrated that a local injection of an EPC and tumor cell mixture as well as the systemic injection of EPCs resulted in enhanced tumor initiation and growth. The quantity of circulating EPCs is considered to be quite low, averaging <5% with most reports suggesting <2% [26,29,39]. We used a 10% ratio of the EPC_acLDL cell line to the tumor cell line to reflect the lower physiologic concentration of circulating EPCs. Martin-Padura et al. used a 20% ratio when injecting harvested CD34+ progenitors from adiopose tissue and combined with MDA-MB-436 cells and injecting into mammary fat pads [43]. Similarly, He et al. also used a ratio of 20% when injecting harvested bone marrow cells with RM1 mouse prostate cancer cells into flanks of C57BL/6 mice [51]. Thus, while our system may not reflect the ideal physiologic system, our ratio of 1:10 is consistent and slightly more restrictive than prior studies. Systemic injection of the enriched EPC_acLDL cell line significantly enhanced blood vessel formation in the tumors as demonstrated by CD31+ staining. Whether injected EPCs directly established new vasculature or contributed to vascular growth through the expression of proangiogenic cytokines will need to be addressed in future studies. In examining the contribution of circulating EPCs toward the development of tumor blood vessel, Lyden et al. demonstrated that in bone marrow ablated mice, bone marrow transplant rescued tumor angiogenesis in mice that did not express a key enzyme of endothelial cell function, nitric oxide synthase [13]. In contrast, DePalma et al. failed to find transplanted bone marrow cells expressing a labeled TIE-2 promoter within tumor vasculature [39]. Similarly, Purhonen et al. used a labeled parabiosis mouse model to establish collateral circulation but failed to find labeled bone marrow-derived cells in the partner mouse tumor vasculature, though a few bone marrow-derived cells were present in the perivascular niche [29]. However, several additional studies have found that tumor grade, tumor type, as well as the tumor site of origin may regulate the incorporation of circulating EPCs into tumor-associated blood vessels [52-54].

Finding a specific cell type, such as EPCs, that directly influences tumor growth and vascularization may have a substantial clinical impact. These cells may influence tumor resistance to chemotherapy or radiation treatment and may help promote tumor recovery after surgical resection. Thus, understanding EPCs will provide benefit as a possible therapeutic target. However, prior EPCs studies have presented a spectrum of conflicting results. In our study we have focused on circulating Flk-1+/c-Kit+/CD45- which have clearly demonstrated EPC function. We acknowledge that there may be alternative immunophenotypic markers that define other cell populations with EPC functionality. We have further established that the Flk-1+/c-Kit+/CD45- population, even at the low level of circulating cells identified in this study and others, can play a significant role in tumor growth and tumor vascularization. Additionally, a novel property found in this study was the hemangioblastic potential of the Flk-1+/c-Kit+/CD45- cell population and this ability could significantly impact tumor survival. The full contribution of this finding remains to be elucidated. Given the potential for EPCs to support tumor growth, they may also contribute to the resistance of tumors during treatment. Additional studies are ongoing to address the contribution of EPCs to resistance mechanisms as well as the consideration of an anti-EPC strategy to enhance current anti-neoplastic therapies.

## Conclusions

In summary, our current study has identified Flk-1+/C-Kit+/CD45- cells as endothelial progenitor cells with both endothelial and stem-like qualities. Furthermore, circulating EPCs enhance tumor initiation, tumor growth, and increase tumor vascularity. Future studies will investigate the origins of EPCs and determine their role in mediating resistance to anti-cancer therapies.

## Materials and methods

### Antibodies and reagents

Selected antibodies were acquired as indicated: Rat IgG Isotype control (553993, BD Pharmingen), Rat IgG Fluorescent Isotype controls (sc-2831, sc-3788, sc-2895, sc 2872; Santa Cruz Biotechnology), Rat Anti-Mouse Flk-1-PE (555308, BD Pharmingen), Rat Anti-Mouse c-Kit-PE-Cy7 (558163, BD Pharmingen), Rat Anti-Mouse CD45-APC-Cy7 (557659, BD Pharmingen), Rat Anti-Mouse CD31-FITC (553372, BD Pharmingen), Mouse Anti-Human VEGFR2-PE (560872, BD Pharmingen), Mouse Anti-Human CD117-APC (561118, BD Pharmingen), Mouse Anti-Human CD45-APC-Cy7 (557833, BD Pharmingen), Mouse Anti-Human CD31-FITC (560984, BD Pharmingen), Rat Anti-Mouse CD31 (550274, BD Pharmingen), Goat Anti-Rat FITC (sc-2011, Santa Cruz Biotechnology), Goat Anti-Rat AlexaFluor594 (A-11007, Life Technologies), Anti-Rabbit Oct-4 (AB3209, EMD Millipore), and Goat Anti-Rabbit FITC (sc-2012, Santa Cruz Biotechnology). Additional reagents used: Hoechst’s 33258 Stain (94403, Sigma-Aldrich), acLDL-Dil (L3484, Life Technologies), acLDL-BODIPY (L3485, Life Technologies), acLDL (L35354, Life Technologies), Fibronectin (F1141, Sigma-Aldrich), and Alkaline Phosphatase Stain (A14353, Life Technologies).

### Cell lines

HUVECs were grown in human endothelial growth media with supplementation (PM211500, Genlantis, San Diego, CA). The tumor cell lines: A549 lung carcinoma, U251 glioblastoma, and UMSCC-1 head and neck squamous cell carcinoma were grown in DMEM supplemented with 10% inactivated fetal bovine serum (Life Technology) and 1% penicillin-streptomycin. All cell lines were acquired from ATCC (Manassas, VA).

### Mice

Female athymic *nu/nu* nude mice (aged 8–12 weeks) were acquired from NCI-Fredrick (Fredrick, MD). Mice were maintained in a germ-free environment and had access to food and water *ad libitum*. All animal procedures were approved by Stanford University’s Administrative Panel on Laboratory Animal Care (APLAC).

### Mouse xenografts

Tumors were implanted subcutaneously on the backs of nude mice approximately 2 cm above the base of the tail. A549, U251, and UMSCC-1 cell lines were implanted at a concentration of 3×10^6^ cells in 100 μL PBS. Tumors reached a size of approximately 200 mm^3^ in 3–4 weeks with an efficiency of approximately 90%, 70%, and 90%, respectively.

### EPCs isolation

EPC isolation was performed as reported previously with documented modifications [1,55,56]. Selected mouse tissues or tumor samples were surgically removed from euthanized nude mice. Tissues were kept in mouse endothelial media (M1168, CellBiologics, Chicago, IL) supplemented with the growth factor kit (VEGF, EGF, heparin, hydrocortisone, and L-Glumatine) and 10% fetal bovis serum (FBS) and then minced into small chunks with a #11 scalpel blade. Tissue fragments were then placed into a glass homogenizer and mechanically disrupted into cellular slurry. The slurry was transferred to 15 mL tubes and mixed with 1 mL of supplemented mouse endothelial media and combined with 2 mL of 0.1% Collagenase I (CLS-1, Worthington Biochem, Lakewood, NJ), 0.1% Collagenase IV (CLS-4, Worthington Biochem, Lakewood, NJ), and 0.001% Deoxyribonuclease I (DPRF, Worthington Biochem, Lakewood, NJ). Samples were incubated for 30 minutes at 37°C. Mouse endothelial medium was added to a total volume of 15 mL and solutions were poured through a 70 μM cell strainer into a new 15 mL tube. Tube were then spun at 4°C at 3000 rpm for 5 minutes. The supernatant was decanted and the resulting cell pellet was resuspended in 2 mL of RBC lysis buffer (1.5 M NH_4_CL, 100 mM NaHCO3, 10 mM Na_2_-EDTA; pH 7.4) and placed on ice. After 15 minutes, samples were spun down at 4°C at 3000 rpm for 5 minutes, supernatant removed, and resuspended in PBS and kept on ice. Live/Dead stain (L23105, Invitrogen) was added to the cells for 30 minutes with cells kept on ice and protected from light. Samples were then moved to eppendorf tubes and spun for 5 minutes, 4°C at 5000 rpm. Supernatant was removed and the cell pellet was washed twice in PBS, and resuspended in PBS and used for flow cytometry.

### Flow cytometry

Flow cytometry was performed in the Stanford Flow Cytometry Core Facility using the BD Aria II (sorting) or BD LSR.II (analysis). Samples were isolated from mouse tissues or tumors as above or from trypsinized from tissue culture samples. Cells were blocked with CD16/CD32 Mouse Fc Block (553142, BD Pharmingen) for 30 minutes, then labeled with anti-Flk-1:PE, anti-c-Kit:PE-Cy7, anti-CD45: APC-Cy7, and as indicated, anti-CD31: FITC. Unstained samples and samples with antibody IgG controls were run in parallel. Additionally, color compensation for each fluorochrome was evaluated using IgG compensation beads (552843, BD Pharmingen) and ArC compensation beads (A10346, Invitrogen) with appropriate fluorescent marker controls. Once lasers were tuned and color compensation was set, at least 100,000 cells per sample were run, except for the adipose tissue samples which were run at 50,000 cells per sample. Gating was initially applied to isolate single cell populations of viable cells, then additional gating was used to select for the appropriate subpopulations (Flk-1+/c-Kit+/CD45-). Flow cytometric analysis was performed using FlowJo Software (TreeStar, Inc., Ashland, OR). For the flow cytometry sorting of live cells, the same staining process was used as above. Once subpopulations of single, viable cells were gated on Flk1+, c-Kit+, and CD45- and subsequently isolated, they were then collected in an eppendorf tube with 500 μL of mouse endothelial media (M1168, Cell Biologics, Chicago, IL) supplemented with the growth factor kit (VEGF, EGF, heparin, hydrocortisone, and L-Glumatine) and 10% FBS and managed as *in vitro* cultures as described below.

### *In vitro* culturing of sorted EPCs

Sorted cell from nude mouse lung samples were placed in 5 μg/cm^2^ fibronectin treated T25 flasks in mouse endothelial medium (M1168, Cell Biologics, Chicago, IL) supplemented with the growth factor kit (VEGF, EGF, heparin, hydrocortisone, L-Glumatine, and 10% FBS) and incubated at physiologic concentrations of FiO2 (5%) at 37°C. Flasks were examined every 2–3 days and once attached cells began to generate colonies of 10–20 cells, flasks were moved to normoxic incubators (FiO2 21% at 37°C). As flasks became confluent, cells were passaged as usual. The EPC cell line and EPC_acLDL cell lines were used from passages 3–6 and the EPC_Late cell lines was used between passages 16–24.

### ICC immunofluorescence

Tumor and EPC cell lines were grown and treated in chamber slides (C1782, Sigma-Aldrich). The reagent acLDL-Dil or acLDL-BODIPY was mixed with cells at 2.5 μg/mL concentration and allowed to incubate for 4 hours at 37°C. Medium was then aspirated and cells were fixed in 4% paraformaldehyde for 10 min at room temperature. Paraformaldehyde was aspirated and the cells treated with a 0.2% NP40/PBS solution for 15 min. HUVEC cells and the human tumor cell lines used acLDL-BODIPY and the Anti-CD31-APC antibody while the murine derived EPC-related cell lines used acLDL-Dil and the Anti-CD31-FITC antibody for staining. Cells were then washed in PBS twice, and the selected anti-CD31 antibody at a dilution of 1:50 in 1% BSA was added and incubated overnight at 4°C. Cells were again washed twice in PBS before incubating in the dark with the appropriately labeled secondary antibody at a dilution of 1:100 in 1% BSA for 1 h. The secondary antibody solution was then aspirated and the cells washed twice in PBS. Cells were then incubated in the dark with Hoechst’s 33258 (1 μg/ml) in PBS for 30 min, washed twice, and coverslips mounted with an anti-fade solution (Dako Corp., Carpinteria, CA) and sealed with clear nail polish. Slides were examined on a Lecica DM6000B fluorescent microscope (Lecica, Buffalo Grove, IL). Images were captured by a CCD camera using the Image Pro Premier v9.0 (MediaCybernetics, Rockville, MD) software package.

### IHC immunofluorescence

Tissues were harvest from mice and placed in cassettes and covered in OCT media. Cassettes were held at -80°C until they were process on a cryotome and cut to 2 μm tissue sections. Slides were then kept at -80°C until processing. Slides were allowed to air dry for 10 min at room temperature and then were kept in -20°C methanol for 10 minutes. Methanol was removed and samples were allowed to air dry for 30 minutes and washed with PBS twice for 5 minutes each. The rat anti-CD31 antibody was used at a dilution of 1:20 in 2% BSA and incubated overnight at 4°C. Slides were again washed twice in PBS before incubating in the dark with a goat anti-rat AlexaFluor594-labeled secondary antibody at a dilution of 1:100 in 1% BSA for 1 h. The secondary antibody solution was then aspirated and the cells washed twice in PBS. Cells were then incubated in the dark with Hoechst’s (1 μg/ml) in PBS for 30 min, washed twice, and coverslips mounted with an anti-fade solution (Dako Corp., Carpinteria, CA) and slides were sealed with clear nail polish. Slides were examined and images captured as above.

### Colony forming assay

Selected cell lines were cultured in methylcellulose-containing medium (M3434, StemCell Technologies, Vancouver, BC, Canada) with 50 ng/mL vascular endothelial (VE) growth factor (R&D Systems, Minneapolis, MN, USA), 50 ng/mL basic fibroblast growth factor (Wako, Osaka, Japan) and 10% fetal bovine serum (FBS) on 35-mm dishes. Cell densities were 1×10^3^ for each cell lines. Dishes were plated in triplicate and kept in humidified incubator for 8–10 days until colonies started to develop. EPC colony forming units (CFUs) were defined as cluster-like collections of cells associated with attached spindle-shaped cells. The EPC-CFUs were identified by visual inspection with an inverted microscope under 20-40× magnification. Images were acquired on a Zeiss Observer. A1 (Zeiss Microscopy, Thornwood, NY) microscope using AxioVision 4.6.3 software (Zeiss Microscopy, Thornwood, NY).

### Matrigel assay

As a modified protocol of Wu et al., matrigel (356237, BD Pharmingen) was applied in thin layers to wells of 24-well plates [57]. Cells of selected cell lines were placed at indicated cellular concentrations: 1×10^4^, 1×10^5^, and 1×10^6^ cells. Cells were incubated overnight and the next morning (18 hrs) evaluated under light microscopy at 20-40X magnification. Images were acquired on a Zeiss Observer. A1 (Zeiss Microscopy, Thornwood, NY) microscope using AxioVision 4.6.3 software (Zeiss Microscopy, Thornwood, NY).

### Bone marrow transplant studies

Nude mice were exposed to two doses of 4.5 Gy given 4 hours apart and, as indicated, supplemental cells were given 2 hours after the final radiation dose [58]. Normal bone marrow was collected from unirradiated 12–16 week old mice by isolating the femurs and tibia, cutting the end from the bone, and then flushing out the central cavity using 28 gauge needles with 2% FBS in Hank’s balanced salt solution. The cell solution was collected, spun down, and cell concentration calculated. Harvested bone marrow or the selected *ex vivo* cultured EPC cell lines were injected into the retro-orbital venous plexus of an anesthetized mouse at 3×10^6^ cells in 100 uL PBS. Survival was assessed every two days and mice were sacrificed if weight had dropped more than 10% per animal protocol guidelines.

### Gene array analysis

Sorted cell lines: EPC, EPC_acLDL, and EPC_late were grown out, collected, and RNA isolated (RNeasy mini kit, Qiagen). RNA concentration and quality was measured by NanoDrop analysis. RNA was stored in RNAase free water at -80°C until analysis. RNA was hybridized to MouseRef-8 v2.0 Beadchips (25 K, Illumina, San Diego, CA). Two separate experiments were performed independently and run in duplicate at the Stanford Gene Array Core Facility. Bead level intensity values were summarized without normalization and local background correction was applied by default using Beadstudio v3.1. Microarray gene expression data were processed and analyzed using Genespring VX (Agilent, Santa Clara, CA). Clustering was performed using non-centered Pearson correlation. Data was deposited at: http://www.ncbi.nlm.gov/projects/geo (GSE53681).

### Tumor growth curves

U251 cells at a concentration of 3 × 10^6^ were mixed with 3×10^5^ EPC_acLDL cells (10% ratio). For co-injection studies, the cell mixture was implanted on the back of nude mice and tumor measurements were taken approximately three times a week. Tumor volume (mm^3^) was calculated as (height^2^*length)/2. For the systemic injection studies, Tumors (U251; 3×10^6^) were implanted on the back of mice on day 0 and EPC_acLDL cells (3 × 10^5^) were given by 100 μL retro-orbital injection on day 7 with controls receiving an injection of normal saline in an identical volume. Tumor measurements were then taken approximately three times weekly and tumor volumes calculated as above. Numeric data are presented as the mean +/- standard error.

### Mean vessel density analysis

Images from the fluorescent immunohistochemical analysis were imported into ImageJ analysis software (http://www.rsbweb.nih.gov/ij/, NIH, Bethesda, MD). A threshold of CD31 pixel intensity was applied to all images and the total number of CD31 positive pixels was counted within the field of view. Total CD31 pixel counts from five random images from each tumor sample were analyzed and averages were calculated over a 0.1 mm^2^ area [59,60]. Two tumors from two different experiments were used for analysis. Numeric data are presented as the mean +/- standard deviation.

### Statistical analysis

Statistical comparisons of datasets were performed by a two-tailed Student’s *T*-test using Microsoft Excel (Redmond, Washington). Data was considered to be significantly different when P ≤ 0.05.

## Competing interests

The authors declare they have no competing interests.

## Authors’ contributions

JSR participated in the design of the study, carried out all the experiments, drafted the manuscript, and performed statistical analysis. JMB contributed to the design of the study and editing of the manuscript. Both authors read and approved the final manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

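Gene expression was measured in 3 mouse cell lines, EPC, EPC_acLDL and EPC_Late, with 2 arrays each, all on one MouseRef-8 v2.0 chip. The authors summarized the beads of each probe in BeadStudio with its default local background correction and deposited the average intensity per probe and array, on a linear scale and without normalization. The deposited file also gives a detection p-value per probe and array. No column of per-sample values was left unused. The paper's analysis in GeneSpring, with its 2-fold criterion in Fig. 6A, was not repeated with that software, and its text does not name the normalization used there. The statistics section names a two-tailed t-test for the whole paper.

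The intensities were processed in R 4.3.3 with limma 3.58.1. The main setting was neqc, which estimates the background from the detection p-values, adds an offset of 16 and quantile normalizes on the log2 scale. Probes with a detection p-value below 0.05 on both arrays of at least 1 line were kept (2333 of 25697, 9.08%). The 3 comparisons were tested with lmFit and eBayes in one fit of all 6 arrays without covariates, with Benjamini-Hochberg adjustment and a threshold of 0.05. Where a line was not above background on either of its arrays, its fold is given as a bound. The bound sets the mean of the brighter line against the mean, over the dimmer line's arrays, of the higher of the lowest signal above background and the probe's own. Probe names are those of the array design. The gene names in the file were matched to symbols or synonyms of a mouse gene table of GRCm38.p6, for spelling only: 14309 matched a symbol, 2886 a synonym, and 943 kept the name in the file. No coordinates are given, because the authors name no genome build.

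The named genes follow a rule set before the data were examined. They are Sox2, the markers that the paper measures by flow cytometry or staining, the first entry of a column of Table 1 as an example, and for each comparison the 3 probes with the largest increase and the 3 with the largest decrease past the threshold whose arrays do not overlap. Kit and Alpl were not analysed here. Lists of marker genes for 8 cell types or states were tested with camera at its preset correlation, where at least 3 probes were above background.

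The alternatives were an offset of 50 without detection information, no background correction, a shift to the 75th percentile, no normalization between arrays, a floor of 1 with that shift, no filter or a stricter filter on detection, the replicate number as a block, each array left out in turn, limma-trend with robust variances, the 4 arrays of 2 lines alone, the methods' t-test, other fold thresholds, other distances, other probe choices for Table 1, and fry or an estimated correlation for the lists. The steps were tested on simulated intensities for EPC_Late against EPC, in which 200 probes were changed: 185 of the 190 that passed the filter were recovered (97.4%), all with the right sign, and 5.61% of the calls were not among them, with 3163 probes tested. In the same simulation 1 probe was called between EPC_acLDL and EPC, where none had been changed. The signal over background limits most values: 1686 probes were above background on all 6 arrays. With 2 arrays per line, splits of the arrays were not counted.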

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

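All tests in this part were chosen after the results were seen, though the fits they use were set before, and so was the leaving out of arrays. A signal in genes outside those the paper discusses was found in each comparison. The limma threshold was passed by 73 probes between EPC_acLDL and EPC, 537 between EPC_Late and EPC, and 469 between EPC_Late and EPC_acLDL whose genes are not in Table 1. There are no control arrays beyond the lines themselves, and each line was compared with the others.

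The scaling between arrays is argued against as the whole source. Under all 5 other background and scaling settings together, 57 of the 73 remained, 414 of the 537, and 346 of the 469. Signals too dim to measure are argued against as the whole source. When only probes with detection p below 0.01 on all 6 arrays were fitted (887 outside Table 1), 167, 457 and 415 of them passed the threshold, where 44.4 would pass unadjusted by chance. Probes with detection p below 0.01 on both arrays of at least 1 line, but not on all 6, gave 24, 127 and 97 calls. Chance puts 7.71 probes there if the arrays vary independently, which argues against dim signals for this set under that assumption only. The simulation gave each probe a background part kept on all arrays, under which more would pass, so that the question stays open. For 10, 84 and 75 calls of probes with detection p below 0.01 on both arrays of no line it stays open too. There chance puts 193 probes past the detection filter if the arrays vary independently. The position of the arrays on the chip cannot be told apart from the line either. The lines come in the same order in each of the 2 stretches of positions that the replicate numbers mark, and a difference between the stretches cancels from every line difference. With the replicate as a block 38, 498 and 423 of the calls remained, which reflects the residual spread and decides nothing about position. The calls between EPC_acLDL and EPC depended on single arrays far more than the others. Only 7 of the 73 remained in every one of the 6 fits without 1 array, against 271 of the 537 and 159 of the 469.

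What stays open is whether the arrays of one line are separate cultures or one RNA, which the text does not settle and which sets how large the tested spread should be. The difference in passage and in uptake of acetylated LDL between the lines is a biological explanation that was not tested.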

How the results depend on the processing

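The alternatives were fixed before the data were examined, apart from the subtraction of the mean background, which was chosen after seeing the data. Sox2 kept its direction in every comparison under every alternative run, and its differences to EPC kept their side of the threshold under every alternative with a p-value except the methods' t-test after Benjamini-Hochberg adjustment, where the log2 differences of 2.01, 2.67 and 0.66 had adjusted p = 0.157, 0.051 and 0.107. That test rests on the spread of 4 arrays, and after adjustment it called 0 probes in the simulated data, where 200 had been changed. With the mean background subtracted and a floor of 1, the differences were 2.23 for EPC_acLDL against EPC and 0.50 for EPC_Late against EPC_acLDL, and the last was 0.38 with the floor of 1 and the 75th percentile shift. With single arrays left out, it ranged from 0.62 to 0.73 and did not pass the threshold in 3 of the 6 fits. A line left with 1 array is assumed to vary like the other lines.

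The number of probes called between EPC_acLDL and EPC (77) was 164 with an offset of 50, 273 without background correction, 138 with the 75th percentile shift, 285 without normalization, 262 with the floor and shift, 50 without the detection filter, 171 with the stricter filter, 281 with limma-trend, 35 with only the 4 arrays, 355 with the methods' t-test unadjusted and 1 after adjustment, and 30 with the 2-fold criterion added. Leaving out arrays gave 9 to 36: 11 and 23 without EPC replicate 1 and 2, 9 and 11 without EPC_acLDL replicate 1 and 2, and 36 without either EPC_Late array. For EPC_Late against EPC (557), the methods' t-test after adjustment gave 15, the added 2-fold criterion 232, and leaving out arrays 370 to 468, the lowest without EPC_Late replicate 1. For EPC_Late against EPC_acLDL (487), these gave 11, 172 and 203 to 460. The values were 203 and 228 without EPC_acLDL replicate 1 and 2, and 278 and 302 without EPC_Late replicate 1 and 2. Of the adjusted calls of the methods' t-test, 1 of 1, 6 of 15 and 2 of 11 had no spread within either line after quantile normalization. No call shared with the main setting changed sign.

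The share of higher calls between EPC_acLDL and EPC moved from 58.4% to 82.6% with the 75th percentile shift, 91.6% without normalization and 90.5% with the floor and shift, and to 7 of 9 calls without EPC_acLDL replicate 1. Between EPC_Late and EPC_acLDL it moved from 44.8% to 26.1%, 24.5% and 20.8%. These settings also shifted the median log2 difference of all probes tested, by 0.16, 0.25 and 0.11 in the first comparison and by -0.15, -0.16 and -0.10 in the second.

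The replicate numbers were checked for pairing. The deviations of same-numbered arrays from their line means correlated at 0.08, 0.02 and 0.03 between the lines after quantile normalization, and neither the text nor the labels give a pairing, so that the main fit has no block. Before normalization replicate 2 had the higher median intensity in each line. With the replicate block, 43, 547 and 458 probes were called.

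The number of probes at least 2-fold in any comparison (282) was 157 with an offset of 50, 90 without background correction, 108 with the floor and shift, 140 with the stricter filter, 10 with the adjusted methods' t-test, 669 at 1.5-fold, 81 at 3-fold and 10936 with the background subtracted over all probes. The overlap of the 2-fold probes against EPC (26) was 14, 7, 7 and 10 under the first 4 of these.

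EPC and EPC_acLDL joined first under every alternative run for the clustering, which leaves out the subtraction of the mean background. The margin of 0.00111 was 0.000623 with an offset of 50, 0.000370 without background correction, 0.00106 without normalization, 0.000385 with the floor and shift, 0.000200 without the filter and 0.000991 with the stricter one. It was 0.000952 to 0.00125 with arrays left out. On other scales it was 0.00668 over 2-fold probes, 0.0926 relative to the probe median, 9.02 as Euclidean distance and 0.0210 by centred correlation.

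The entries of Table 1 with the direction of their column (36 of 267) were 14 with the probe of largest change, 14 with the mean over probes and 10 with the background subtracted. Those at least 2-fold in that direction (2) were 0 without background correction and with the mean over probes, 1 with the floor and shift, and 9 with the background subtracted. Those at least 2-fold in the opposite direction (24) were 20, 17, 23 and 240 under these settings in the same order.

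Of the tests of marker lists, 4 passed the threshold, against 7 with fry, 0 with an estimated correlation, 2 without normalization, 0 without the detection filter, 2 with the stricter filter and 0 to 4 with arrays left out, with 0 without EPC_Late replicate 2. Of the named genes other than Sox2, the probes of largest change and those of Kdr and Pou5f1 were followed singly under alternatives. The first entries of Table 1 were not. Of 305 values, 288 kept their direction and side of the threshold, 7 kept the direction only, and 10 changed sign. These 10 were all of Kdr and none past the threshold. For EPC_acLDL against EPC Kdr moved from -0.01 to 0.14, 0.23 and 0.11 with the 75th percentile shift, without normalization and with the floor and shift, and for EPC_Late against EPC_acLDL from 0.02 to -0.13, -0.14 and -0.10. With arrays left out it ranged from -0.070 to 0.044 for EPC_acLDL and -0.10 to 0.12 for EPC_Late against EPC, and from -0.090 to 0.13 between those lines. The cause of these changes was not tested, apart from those that the fewer arrays or the other threshold bring by construction. Signal over background limits all counts, since most probes were not above it.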

Differences from the paper's values

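The paper reports 126 genes as differentially regulated between the 3 lines, and 282 probes (259 gene symbols) were at least 2-fold in any comparison here. Of the alternatives set before the data were examined, the count came within 1.5 times the paper's value with an offset of 50 (157), without background correction (90), with a floor of 1 and the 75th percentile shift (108) and with detection p below 0.01 on all 6 arrays (140). It did not with the 75th percentile shift alone (296), without normalization (307), without the detection filter (289), with the replicate block (282), with single arrays left out (287 to 297), with the methods' t-test unadjusted (251) or adjusted (10), at 1.5-fold (669) or 3-fold (81), for distinct gene symbols (259) or for non-overlapping arrays (282). A count near 126 does not mean that the paper's list was recovered. Under the main setting 21 of the 126 genes had a probe past the detection filter, and 14 were among the 259 symbols.

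The paper states that Sox2 is lower in EPC_acLDL and in EPC_Late than in EPC, highest in EPC, and lowest in EPC_Late. Here, by probe ILMN_2656102, it was highest in EPC_Late and lowest in EPC, with log2 differences to EPC of 2.01 in EPC_acLDL and 2.67 in EPC_Late. The other Sox2 probe, ILMN_1248711, was above background on no array and does not bear on the direction. With the direction turned, the paper's folds of 3.6 and 4.7 stand beside 4.02 and 6.37 here, within 1.5 times under the main setting and every alternative set before the data were examined, and 3.60 and 4.67 with the floor of 1 and the 75th percentile shift. The direction was the same under all of these settings.

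Table 1 lists 267 entries as up or down, and 231 of them (86.5%) had the opposite direction here: 71 of 83 for EPC_acLDL against EPC, 74 of 85 for EPC_Late against EPC and 86 of 99 for EPC_Late against EPC_acLDL. At least 2-fold, the criterion of Fig. 6A, were 2 in the direction listed and 24 in the opposite one. With the mean background of each array subtracted, a floor of 1 and the probe of largest change, a setting chosen after seeing the values, 240 entries were at least 2-fold in the opposite direction and 9 in the direction listed, while 18 were under 2-fold either way.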

Other observations

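All tests of explanations in this part were chosen after the results were seen, except the comparison of listed with unlisted comparisons of Table 1 genes, which was set before its result was seen, and the marker lists, which were written before the data were examined.

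Table 1 entries lie opposite to the intensities for 231 of 267. An exchange of line labels among the arrays is argued against. Under the 5 other ways to assign the 3 labels, at most 181 entries had the direction of their column. That is more than the 36 with the labels as given, but fewer than the 231 that fit when the ratios are turned. Without regard to sign, a gene's difference was larger in a comparison it is listed under than in one it is not listed under for 85.5% of 220 such pairs with the labels as given, and for at most 54.1% under the other assignments. Exchanging EPC with EPC_Late would make Sox2 1.58-fold higher in EPC than in EPC_acLDL and 6.37-fold higher than in EPC_Late. A candidate explanation is therefore that the ratios of Table 1 were taken the other way round, while the intensities carry the right labels. It remains a hypothesis, and an exchange of all values upstream of the file was not tested.

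For 104 of the 126 genes of Table 1 no probe was above background on any array. A candidate explanation is that subtraction of the background left values near 0, in which small differences become large ratios. After the mean background of each array (311.6 to 362.8) was subtracted with a floor of 1, and with the probe of largest change taken for each gene, 240 entries were at least 2-fold opposite to their column and 9 in its direction. With the probe of highest signal they were 191 and 19. With the probe of largest change, 93.3% of the entries were at least 2-fold in either direction, against 35.6% to 36.0% of all symbols by the same rule. The same step put 7280 to 7385 probes past 2-fold in each comparison, so that it does not by itself give a list of this length. For Sox2 it gave log2 differences to EPC of 2.23 in EPC_acLDL and 2.73 in EPC_Late. The floor of 1 with the 75th percentile shift, without subtraction, gave 1.85 and 2.22. These are folds of 3.60 and 4.67, beside the paper's 3.6 and 4.7. For this gene the paper's folds thus lie nearer to values without subtraction. No biological explanation was tested.

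Few probes were above background, and abundant transcripts were divided. Of 35 genes with abundant transcripts in most cultured cells, a list written after the files were seen, 23 were above background on no array, among them Gapdh, Vim and B2m, while Actb, Ubb, Ppia and Npm1 had mean intensities of 68635 to 70886. These genes were chosen after their values were seen. Of 58 ribosomal protein genes, 34 were above background on no array and 6 had a mean intensity above 10000. Weak labelling of all probes alike is argued against for the brightest probes, since 13 read above 60000 on all 6 arrays. For the other probes, weak labelling and RNA whose sequence differs from many of the mouse probes cannot be told apart here. For the first, the true abundance of these transcripts is not known. For the second, of the 278 other probes of 153 genes with a bright probe, 69.1% lay above background on no array, but the probe sequences were not used here, and probes of one gene may read different transcripts. A gene at background on these arrays is for this reason not shown to be absent.

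Sox2 was higher in EPC_acLDL and EPC_Late than in EPC. Signal at background is argued against for probe ILMN_2656102, which was above background on 6 of 6 arrays. More lung epithelial cells in those lines could not be assessed, because only 3 of the 19 list members on the arrays were above background, with medians of -0.14 in EPC_acLDL and 0.08 in EPC_Late against EPC, and the probe of Cldn7 had a mean intensity of 712.6 in EPC_Late. The tests set before the data were examined were for a lower Sox2, which was not seen, and were turned for these. The passage and the acetylated LDL selection of the lines stay open and untested.

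The other lists were tested in the same way. Proliferation genes, with 5 members above background, 2 of the list being in Table 1, were lower in EPC_Late than in EPC (median log2 difference -1.01) and than in EPC_acLDL (-0.88), each at an adjusted p = 0.022 from camera. Both held under fry (adjusted p = 0.0070 for each) and neither with an estimated correlation (adjusted p = 0.462). The median was lower under each scaling. The brightest probe of the list was that of E2f1, at mean intensities of 9128 in EPC, 12358 in EPC_acLDL and 4472 in EPC_Late. Fibroblast genes, with 4 symbols above background, had medians of 0.44 between EPC_Late and EPC and 0.27 between EPC_acLDL and EPC without passing the threshold in camera (adjusted p = 0.192 and 0.467). Between EPC_Late and EPC_acLDL the median was 0.16 (adjusted p = 0.376), and it turned negative without normalization and with the floor and shift. Under fry both EPC_Late comparisons passed (adjusted p = 0.0080 and 0.036). The brightest probe was that of Sparc, with intensities of 1825 in EPC and 6281 in EPC_Late. Between these lines 3 probes of the list passed the limma threshold as higher and 1 as lower in EPC_Late. Twist1 went the other way from Sparc, with a log2 difference of -0.64. Smooth muscle genes (5 above background) and haematopoietic genes (3 above background) did not pass in any comparison, with a lowest adjusted p of 0.925. The lung epithelial list did not pass either, with a lowest adjusted p of 0.919. In smooth muscle genes the median (0.29) and the mean (-0.13) differed in sign between EPC_Late and EPC. In haematopoietic genes they did too, at 0.12 and -0.34. The endothelial and the senescence list each had 1 member above background, Kdr and Gadd45a, and were not tested.

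Markers that the paper measures by flow cytometry or staining were also on the arrays. Kdr, which encodes Flk1, had intensities of 548.7 to 609.3 on the 6 arrays, above background on all, with log2 differences of -0.01 and 0.01 to EPC (adjusted p = 0.97 for both from limma). Pou5f1 was above background on all 6 arrays by probe ILMN_1217100, with log2 differences to EPC of 0.41 in EPC_acLDL and 0.30 in EPC_Late (adjusted p = 0.207 and 0.227 from limma), and on none by its other probe. The 2 probes each of Ptprc, which encodes CD45, and of Pecam1 were above background on no array.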
